A study of Danio rerio with 3 samples. Its data were reported in "Heterogeneous beta-catenin activation is sufficient to cause hepatocellular carcinoma in zebrafish" (2019).

How the data were processed

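Single-cell RNA sequencing had been carried out on 1 liver each of HepABC, CreLox and lox-switch control zebrafish, the first 2 with HCC and the last without. Part of each liver had gone to histology and the rest had been dissociated with trypsin and loaded on a droplet platform with 3′ chemistry. Groups were taken from the labels, which give the transgenic line, the larval treatment and the diagnosis, and each group had 1 library.

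The authors deposited UMI counts per gene and cell, without normalization. Per their methods they had run Cell Ranger against the GRCz11 genome with Ensembl annotation of protein-coding, long intergenic and antisense genes. They had added the Xenopus β-catenin sequence to the reference for every library and EBFP for CreLox HCC and no HCC only. They had separated cells from empty droplets with EmptyDrops and removed cells with outlying quality measures. The files list a different set of genes for each library, by a rule the methods do not state. These steps shape the values here in several ways. There are 14713 genes in HepABC HCC, 12804 in CreLox HCC and 12386 in no HCC, of which 11234 are shared. Low-count droplets that were recovered enter the shares of cells, and a gene not listed in 1 library has no value there. Free RNA was not removed, and fabp10a had UMIs in nearly every cell of every class. The deposited matrices were checked to hold whole numbers with differing totals per cell, the lowest being 801 UMIs. No further cells were removed in the primary setting.

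Gene symbols were used as the files give them. A table of gene names matched 3691 of the 11234 shared symbols to 1 identifier, and none of the Wnt targets was among them, so no identifiers are printed. The annotation at hand was of the GRCz12tu assembly, another build than the one used for counting, so no coordinates are given.

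Counts of each cell were scaled to 10000 and log-transformed, and the 2000 most variable genes were reduced to 12 principal components in HepABC HCC and 16 in each of the other libraries, the numbers the study used. The study had first regressed out variation driven by mitochondrial expression, which was not done here. Cells were clustered by the Leiden method at resolution 1 on a graph of 20 neighbours. The genes of the outcome lists, jun, the transgenes and mitochondrial genes were left out of clustering. Markers of each class had been fixed before the data were examined, while the rule that turns them into names and its limits were set after the clusters had been seen. A cluster took the class, other than hepatocyte, whose markers had the highest median log2 fold over all other cells. That median had to be at least 1, and at least 3 markers had to have a fold of at least 4 and UMIs in at least 10% of cells. Folds were taken on CPM with 10 added. The remaining clusters were called hepatocyte-like if, over the cells of the named clusters, hepatocyte markers had a median log2 fold of at least 0.25 and at least 3 of them a fold of at least 1.5. A cluster with more markers of another class than of its own among its top 10 genes by fold stayed unnamed. So did a cluster without a marker of its own class there, if 3 times its median UMIs was below the median of its library. For hepatocyte-like clusters the top 10 came from the fold over cells outside the class. Clusters 3 and 4 of HepABC HCC and 0 and 3 of CreLox HCC had 0 hepatocyte markers and 0 markers of another class there and kept their name, since none was that far below its library in depth. By fold over all other cells, clusters 1 and 4 of HepABC HCC and cluster 0 of CreLox HCC would have failed the condition on markers of another class, and an alternative leaves them out. Names were rebuilt in this way, so a difference from the study may come from them.

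Doublets were not removed in the primary setting. A score, the share of simulated sums of 2 cells among the 50 nearest neighbours, was used to leave out 66, 36 and 9 cells in an alternative, at 0.8% of cells per 1000 cells of the library.

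Cells were not treated as replicates. UMIs were summed per library and class and given as CPM with exact Poisson intervals. Shares of cells have exact Clopper-Pearson intervals, and ratios of CPM have exact intervals for 2 Poisson counts. All are at 95% and cover counting error only. A share of 0 in the primary setting is given the limit of 3 counts in place of the exact upper bound, and a fold against 0 UMIs is computed against 3 counts and written as a lower bound. No test was made and no gene was called changed, because each group had 1 library. To compare shares, cells were thinned without replacement to 1000 UMIs with a fixed seed, and shallower cells were left out. Immune-like cells served as background of free RNA for the transgenes. Their glula and myca, and in no HCC their jun, were above those of hepatocyte-like cells, so for Wnt targets they were a comparison and not a background.

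For each of the 3 comparisons, genes were named by a fixed rule. Among shared genes that are not mitochondrial and have at least 100 UMIs in the 2 libraries together, these were the 5 highest and the 5 lowest ratios, ranked by the interval bound nearer to 1. The Wnt targets, jun, fabp10a, ctnnb1, ctnnb2 and the transgenes were always named. List medians used log2(CPM + 1), which understates changes of low genes, over genes with at least 20 UMIs in the 2 libraries. The similarity of the HCC libraries used genes with at least 20 UMIs in each library, and was set against 100 simulated draws of unchanged libraries. Mixing used 20 principal components and 20 neighbours.

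Ratios, their intervals and list percentiles were tested on simulated data with 200 changed genes per comparison. The simulated counts were Poisson, which the intervals assume, so their coverage checks the computation and not whether real counts follow that assumption. The intervals held the true ratio for 95.8%, 95.5% and 95.6% of genes, and 91%, 99% and 97% of changed genes were recovered, in the comparisons HepABC HCC to no HCC, CreLox HCC to no HCC, and HepABC HCC to CreLox HCC.

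Alternatives covered clustering all libraries together with and without centring, other clustering resolutions, filters on doublets and mitochondrial UMIs, other scalings including TMM factors from edgeR, equal weight for each cell, other thinning depths and other limits on low counts. Added after seeing the data were the stricter rule for clusters and cells with at least 10000 UMIs, thinned to 10000 or not thinned. A value counted as unchanged if it stayed within its 95% interval. For lists the outer limits were percentiles 2.5 and 97.5, with direction read from the side of the median of random lists. For the similarity a change of 0.05 and for the mixing a change of 5 points was allowed. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM factors alone. The bulk RNA sequencing of the study was not analysed here.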

Results

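Single-cell RNA sequencing was carried out on 3 zebrafish livers, 1 liver per group, taken 6 months after fertilization. The first liver had hepatocellular carcinoma (HCC) and came from the Tg(fabp10a:pt-β-cat) line, called HepABC, in which hepatocytes make activated Xenopus β-catenin from the hepatocyte promoter of fabp10a. The second liver, called CreLox HCC, carried a tamoxifen-inducible Cre recombinase and a lox-switch transgene, in which recombination replaces EBFP, a blue fluorescent protein, with the same activated β-catenin. The third liver, called no HCC, carried the lox-switch transgene without Cre and had no HCC. The CreLox HCC and no HCC fish had been treated as larvae with 10 µM 4-hydroxytamoxifen from day 3 to day 6, and the HepABC fish had not. With 1 library per group, no difference between libraries could be set against the spread between animals, and no test was made. Intervals in brackets are exact 95% intervals and cover counting error only.

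The counts were unique molecular identifiers (UMIs) per gene and cell. The HepABC HCC library held 2866 cells and 47680774 UMIs, the CreLox HCC library 2112 cells and 9066031 UMIs, and the no HCC library 1077 cells and 5404507 UMIs. The median number of UMIs per cell was 16336 in HepABC HCC, 1712 in CreLox HCC and 1773 in no HCC. Among hepatocyte-like cells the median was 18150 UMIs in HepABC HCC, 1816 in CreLox HCC and 9062 in no HCC. Of the hepatocyte-like cells, 1862 in HepABC HCC, 177 in CreLox HCC and 210 in no HCC had at least 10000 UMIs.

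**Figure D1:**
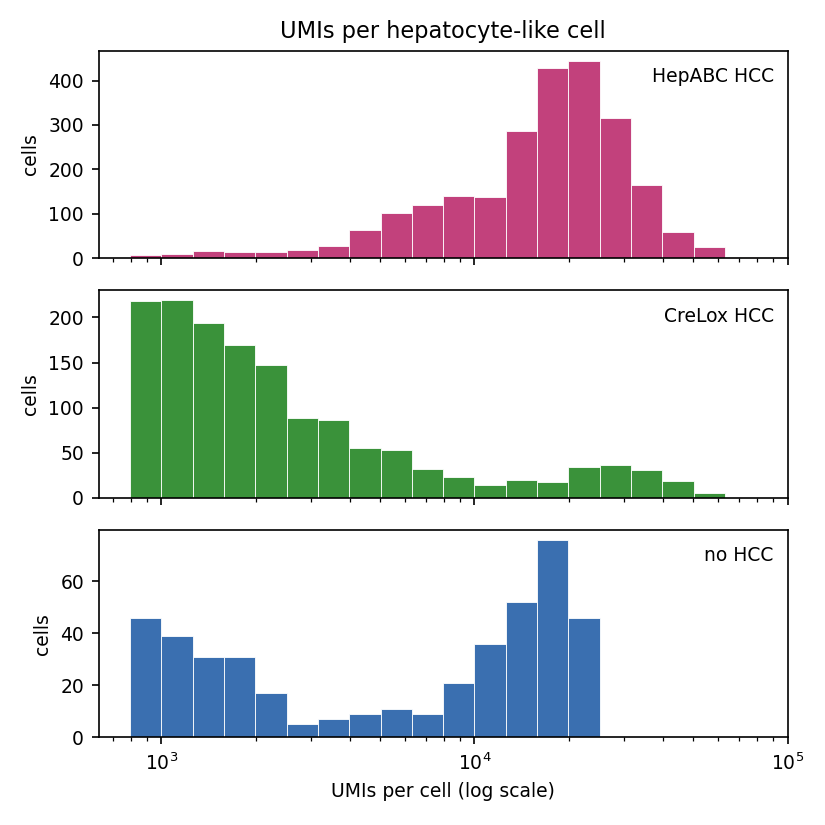
Histograms of UMIs per hepatocyte-like cell (horizontal axis, log scale) against the number of cells (vertical axis, a separate scale for each library) in HepABC HCC, CreLox HCC and no HCC. Most cells of CreLox HCC lie at low depth, with a median of 1816 UMIs against 18150 in HepABC HCC.

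To ask which cells each liver was made of, cells were clustered within each library and clusters were named from fixed marker lists. Hepatocyte-like cells made up 83.5% of cells in HepABC HCC (82.1 to 84.8), 69.2% in CreLox HCC (67.2 to 71.1) and 40.5% in no HCC (37.5 to 43.5). Immune-like cells made up 12.04% of HepABC HCC, 21.2% of CreLox HCC and 37.3% of no HCC. Stellate and endothelial-like cells made up 2.62%, 7.20% and 10.2% of the same libraries. Clusters left without a name held 53 cells (1.85%) of HepABC HCC, 0 cells of CreLox HCC and 16 cells (1.49%) of no HCC. Cholangiocyte-like, erythrocyte-like and thrombocyte-like clusters were found in CreLox HCC and no HCC, where each held under 5% of cells. HepABC HCC clustered alone gave 0 of 2866 cells of each. For erythrocyte-like and thrombocyte-like cells this allows a share of up to 0.105%. It sets no limit for cholangiocyte-like cells, since clustering all libraries together placed 0.768% of HepABC HCC cells in a cholangiocyte-like cluster without alignment and 0.837% with genes centred in each library. The share depended most on the naming of clusters that had high s100a10b, a gene of the cholangiocyte list. By fold over all other cells, clusters 1 and 4 of HepABC HCC and cluster 0 of CreLox HCC had more cholangiocyte than hepatocyte markers among their top 10 genes. Without these clusters the hepatocyte-like share was 56.7% in HepABC HCC and 53.5% in CreLox HCC, a choice made after seeing the data. Of the 1461 hepatocyte-like cells of CreLox HCC, 331, 317, 308 and 282 were in clusters 0, 1, 2 and 3, with medians from 1397 to 1864 UMIs and about 1% mitochondrial UMIs. It is not known whether these droplets held intact cells. They make up 84.7% of the hepatocyte-like cells of CreLox HCC and hold 34.5% of their UMIs, so shares of cells rest mostly on them, while levels from summed UMIs rest mostly on clusters 7 and 8, with 65.5%. The shares also reflect dissociation and the filters on cells, and none of them measures the makeup of the intact liver.

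The transgenes were examined first, because they check which library came from which line. Levels are given as CPM, the usual scaling of a gene's UMIs to the total UMIs of the same cells. EBFP was in the reference for the CreLox HCC and no HCC libraries. It reached 6015 CPM in the hepatocyte-like cells of CreLox HCC and 9651 CPM in those of no HCC. Immune-like cells, which should not make it, had 1336 CPM in CreLox HCC and 3516 CPM in no HCC. Xenopus β-catenin had 20.7 CPM (19.4 to 22.1) in the hepatocyte-like cells of HepABC HCC, 327 CPM (314 to 340) in those of CreLox HCC and 309.8 CPM (293 to 327) in those of no HCC. The background in immune-like cells was 10.9, 94.99 and 71.2 CPM in the same order. The ratio of no HCC to CreLox HCC was 0.949 (0.886 to 1.02), so as CPM the level of this row did not separate the liver without Cre from the liver with it. Scaling by TMM factors takes the ratio above this interval, with no HCC the higher. HepABC HCC had been counted against another custom reference, which limits the comparison of its value with the other libraries. Leaving out cells under 10000 UMIs, a choice made after seeing the data, lowered EBFP to 4391 CPM in CreLox HCC and 8928 CPM in no HCC.

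The study asked whether Wnt/β-catenin target genes are active in all or in only some hepatocytes of these tumors. Its measure was the share of hepatocytes with at least 1 UMI of 2 or more of the genes axin2, mtor, glula, myca and wif1. With all UMIs, this share was 15.5% of hepatocyte-like cells in HepABC HCC (14.0 to 16.97), 2.87% in CreLox HCC (2.08 to 3.87) and 1.15% in no HCC (0.373 to 2.66). The share with 3 or more targets was 2.17% in HepABC HCC and 0.753% in CreLox HCC. It was 0 of 436 cells in no HCC, which allows a share of up to 0.688%. Immune-like cells make some of these genes themselves, as their levels given with those of hepatocyte-like cells show, so their shares are not a background of free RNA. They gave 2.32% with 2 or more targets in HepABC HCC at a median of 1960 UMIs, 1.12% in CreLox HCC at 1589 UMIs and 0.498% in no HCC at 1341 UMIs. A share of cells with a UMI grows with depth, so cells were thinned to 1000 UMIs before libraries were compared, which left out 7, 218 and 46 hepatocyte-like cells. Then 2 of 2386 cells (0.0838%; 0.0102 to 0.302) of HepABC HCC and 1 of 1243 cells (0.0805%; 0.00204 to 0.447) of CreLox HCC had 2 or more targets. In no HCC, 0 of 390 cells did, which allows a share of up to 0.769%. In immune-like cells thinned in the same way, 1 of 300 cells (0.333%) did in HepABC HCC, 0 of 388 in CreLox HCC and 0 of 349 in no HCC, which allow shares of up to 0.773% and 0.860%. For 2 or more targets no difference between libraries was detectable at this depth. With 1 or more targets the share of thinned hepatocyte-like cells was 6.54% in HepABC HCC (5.58 to 7.61), 3.54% in CreLox HCC (2.58 to 4.72) and 1.28% in no HCC (0.418 to 2.97). The interval of HepABC HCC lay above the other intervals, which overlapped each other. Immune-like cells gave 14.7%, 13.4% and 12.3% by the same measure. What part of any share came from free RNA was not settled. Using 2 UMIs or more per gene in place of 1, with all UMIs, gave 0.878% in HepABC HCC and 0.479% in CreLox HCC.

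Cells with at least 10000 UMIs allowed a comparison at greater depth, an alternative chosen after seeing the data. It left out 531 hepatocyte-like cells of HepABC HCC, 1284 of CreLox HCC and 226 of no HCC. Thinned to 10000 UMIs, 5.91% of 1862 cells of HepABC HCC (4.88 to 7.08) had 2 or more targets, as did 5.65% of 177 cells of CreLox HCC (2.74 to 10.1) and 0.476% of 210 cells of no HCC (0.0121 to 2.62). The ratio of HepABC HCC to CreLox HCC was 5.38 with all UMIs, 1.04 at 1000 UMIs and 1.05 at 10000 UMIs. The intervals of both HCC libraries lay above that of no HCC at this depth. With 1 or more targets the shares were 41.6% (39.4 to 43.9), 29.4% (22.8 to 36.7) and 12.4% (8.25 to 17.6) in the same order, and no intervals overlapped. Too few immune-like cells are this deep to give a background.

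**Figure D2:**
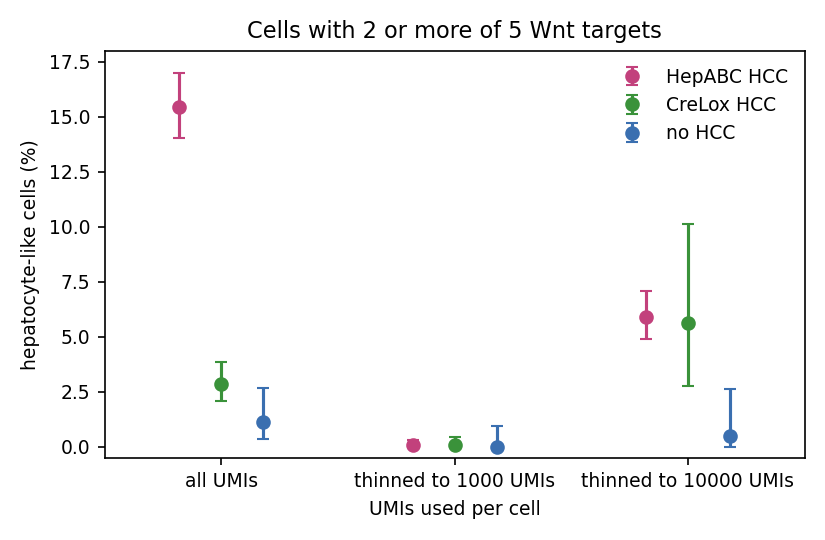
Percentage of hepatocyte-like cells (vertical axis) with at least 1 UMI of 2 or more of 5 Wnt targets, with all UMIs and after thinning (horizontal axis), in each library; points are shares and bars are exact 95% intervals for counting error. The share of 15.5% in HepABC HCC with all UMIs falls to 5.91% at 10000 UMIs, where CreLox HCC has 5.65%.

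Summed over hepatocyte-like cells, glula had 35.4 CPM in HepABC HCC (33.7 to 37.2), 11.8 CPM in CreLox HCC (9.48 to 14.5) and 2.92 CPM in no HCC (1.51 to 5.10). Levels of axin2 were 3.33, 6.28 and 1.46 CPM in the same order. Those of mtor were 6.60, 7.59 and 7.79 CPM, with overlapping intervals. Levels of myca were 11.4 and 6.15 CPM in the HCC libraries and 0.243 CPM, or 1 UMI, in no HCC. Levels of wif1 were 0.911 CPM in HepABC HCC, 6.15 CPM in CreLox HCC and 0.730 CPM, or 3 UMIs, in no HCC. Immune-like cells had more glula, with 98.5, 24.5 and 14.5 CPM, and more myca, with 19.4, 82.2 and 100.3 CPM, than the hepatocyte-like cells of the same library. Their axin2 was 0.842, 3.20 and 1.45 CPM from 1, 3 and 1 UMIs. The 5 genes did not move alike between the HCC libraries. The ratio of HepABC HCC to CreLox HCC was 3.01 for glula (2.43 to 3.76), 1.86 for myca (1.38 to 2.56), 0.530 for axin2 (0.381 to 0.750) and 0.148 for wif1 (0.0950 to 0.230). Levels also varied between clusters of 1 library, so they are given by number as well. Of the hepatocyte-like clusters of HepABC HCC, glula was lowest in cluster 4, at 22.7 CPM, and highest in cluster 0, at 51.5 CPM. Most other targets ran the other way between cluster 4 and cluster 0. There myca had 19.7 against 7.15 CPM, axin2 4.43 against 2.31 CPM and mtor 8.55 against 5.61 CPM. Like glula, wif1 was lower in cluster 4, with 0.610 against 0.880 CPM. In CreLox HCC glula was lowest in cluster 0, at 8.23 CPM, and highest in cluster 2, at 28.3 CPM. In no HCC it had 2.64 CPM in cluster 0 and 6.24 CPM in cluster 2. All hepatocyte-like cells together held 90 UMIs of glula in CreLox HCC and 12 in no HCC. Its levels by cluster therefore rest on few UMIs in these libraries, and they have no intervals. In HepABC HCC, scaling without mitochondrial genes and the 20 genes with the highest counts moved the levels most, with glula at 55.6 CPM. In CreLox HCC and no HCC, glula moved most with the mean of per-cell CPM, to 18.6 and 5.33 CPM.

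**Figure D3:**
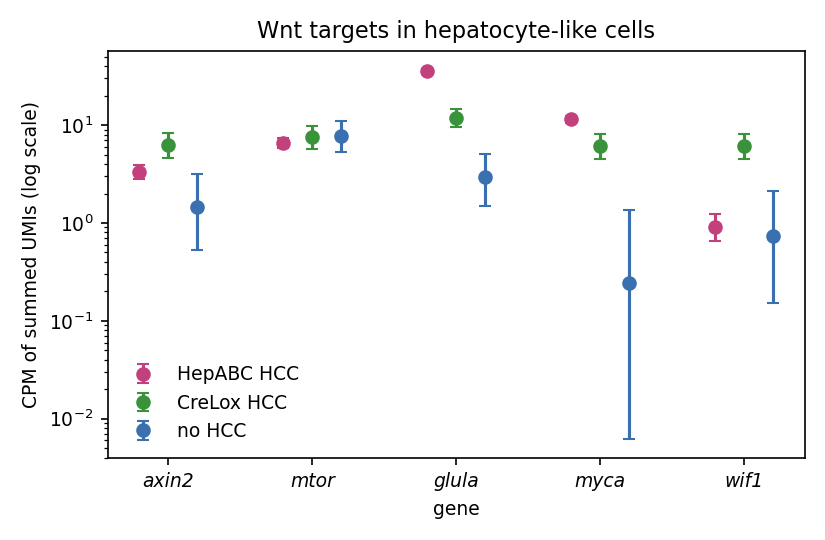
Level of each Wnt target (horizontal axis) as CPM of summed UMIs over hepatocyte-like cells (vertical axis, log scale) in each library; points are levels and bars are exact 95% Poisson intervals. For glula the levels are 35.4, 11.8 and 2.92 CPM in HepABC HCC, CreLox HCC and no HCC.

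If targets were active together in a subset of cells, more cells would hold 2 or more of them than independent genes give. At 1000 UMIs the ratio of the observed to the independent share was 0.649 (0.0786 to 2.34) in HepABC HCC and 1.65 (0.0419 to 9.20) in CreLox HCC, resting on 2 cells and 1 cell. In no HCC there were 0 such cells. At 10000 UMIs, chosen after seeing the data, it was 0.929 (0.767 to 1.11) in HepABC HCC, 1.30 (0.631 to 2.33) in CreLox HCC and 1.27 (0.0321 to 6.98) in no HCC. No excess of cells with 2 or more targets was detectable in any library at this depth. In HepABC HCC glula was found in the most of these cells, 25.9%, with myca next at 10.8%. The ratio was not computed without glula at 10000 UMIs, so an excess among the other targets stays open there. The independent share took cells as alike in depth after thinning, and the wide intervals leave an excess open at 1000 UMIs and in CreLox HCC and no HCC.

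The jun gene was compared because it is a Wnt target also found in hepatocytes without HCC. With all UMIs, 83.8% of hepatocyte-like cells had a jun UMI in HepABC HCC (82.2 to 85.2), 20.7% in CreLox HCC (18.7 to 22.9) and 53.9% in no HCC (49.1 to 58.7). Thinned to 1000 UMIs the shares were 21.2% (19.6 to 22.9), 10.1% (8.51 to 11.95) and 12.6% (9.44 to 16.3). Immune-like cells gave 16.3%, 8.25% and 12.9% after the same thinning, and in each library the intervals of the 2 cell classes overlapped. Immune-like cells had 222 CPM of jun in HepABC HCC, 141 CPM in CreLox HCC and 249.99 CPM in no HCC, the last above hepatocyte-like cells, so this overlap does not measure free RNA. The level was 271 CPM (266 to 276) in HepABC HCC, 139.6 CPM (131 to 148) in CreLox HCC and 148 CPM (137 to 161) in no HCC. The ratio of HepABC HCC to no HCC was 1.82 (1.68 to 1.98), and that of CreLox HCC to no HCC was 0.940 (0.8504 to 1.04). The TMM factors were 1.04 in HepABC HCC, 1.16 in CreLox HCC and 0.83 in no HCC. Scaling by them takes both ratios below these intervals, so whether CreLox HCC is level with no HCC depends on scaling. Among thinned cells with a jun UMI the mean count was 1.23, 1.095 and 1.43, which goes against the CPM, so no order was read from it. Cells with at least 10000 UMIs thinned to 10000 gave 79.5%, 63.3% and 72.4%.

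Expression in hepatocyte-like cells was then compared between libraries for genes named by a rule fixed before the data were examined. The median over the genes open to this rule itself shifted by 0.44 (log2) for HepABC HCC over no HCC, across 6766 genes. It was 0.46 for CreLox HCC over no HCC, across 3464 genes, and -0.03 for HepABC HCC over CreLox HCC, across 7018 genes. With TMM scaling the shifts were 0.16, 0.01 and 0.10. The ratio of HepABC HCC to no HCC was highest for s100a10a, rnasel2, icn, s100a10b and lgals2b. Of these, rnasel2 had a ratio of 158 (109 to 240) and lgals2b one of 93.3 (69.5 to 128), while s100a10a had 18869 UMIs against 1 UMI, a ratio of 1723 (309 to 68056). It was lowest for si:ch211-194p6.12, sat2a, BX001030.1, si:dkey-114l24.2 and thrsp. For thrsp it was 0.00675 (0.00649 to 0.00702). For sat2a it was 0.00236 (0.00167 to 0.00324). The ratio of CreLox HCC to no HCC was highest for s100a10a, tac4, s100a10b, icn and flna. Of these, tac4 was at least 464-fold higher and flna at least 70.8-fold higher in CreLox HCC, both with 0 UMIs in no HCC. It was lowest for thrsp, si:dkey-83k24.5, ccl39.2, fabp7a and si:ch211-133n4.9. Here thrsp had a ratio of 0.0398 (0.0383 to 0.0414) and ccl39.2 one of 0.0874 (0.0816 to 0.0935). The ratio of HepABC HCC to CreLox HCC was highest for rnasel2, col6a1, caspa, pon3.2 and BX469930.1, with rnasel2 at 214 (155 to 304). With 0 UMIs in CreLox HCC, caspa was at least 55.2-fold and BX469930.1 at least 29.9-fold higher in HepABC HCC. It was lowest for tac4, BX908782.2, si:ch211-194p6.12, si:dkey-114l24.2 and s100v2. With 1 UMI in HepABC HCC, tac4 had a ratio of 6.56e-05 (1.66e-06 to 0.000366). The genes s100a10a and s100a10b are similar copies between which counting can split reads, and s100a10b also belongs to the cholangiocyte list, so both are uncertain. The cholangiocyte list holds lgals2b too, so its ratio is uncertain as well.

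Endogenous ctnnb1 had a ratio of 4.74 (4.12 to 5.495) for HepABC HCC to no HCC and 2.12 (1.81 to 2.49) for CreLox HCC to no HCC. For ctnnb2 the ratios were 1.56 (1.096 to 2.29) and 2.04 (1.38 to 3.09). These genes are paralogs of each other and close to the Xenopus sequence, so their counts are uncertain. The promoter gene fabp10a had ratios of 0.621 (0.618 to 0.623) and 0.869 (0.865 to 0.873). Its ratio of CreLox HCC to no HCC changed direction, to 1.00, when each cell was given the same weight. Every value in this family compares libraries and not conditions.

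Lists of genes fixed before the data were examined were placed among 10000 random lists of the same size matched on mean expression. The study linked isoprenoid synthesis to hepatocytes of CreLox HCC and peptidase inhibitors to those of HepABC HCC. Many genes of the peptidase inhibitor list are among the genes it reported as raised in clusters of these same cells. So are fdps, hmgcra, hmgcs1 and msmo1 of the sterol list. The percentiles of these lists are therefore not independent checks of what the study reported. Genes of sterol synthesis had a median log2 ratio of -2.21 for HepABC HCC over CreLox HCC, at percentile 0 of the random lists. Over no HCC it was -1.06 at percentile 0 for HepABC HCC and 0.63 at percentile 84.4 for CreLox HCC. Peptidase inhibitors had a median of 0.14 at percentile 89.7 for HepABC HCC over CreLox HCC. Over no HCC the median was -0.14 at percentile 10.5 for HepABC HCC and -0.34 at percentile 0.42 for CreLox HCC. The former changed direction in cells thinned to 1000 UMIs, to 0.14 at percentile 57.0. Cell cycle genes had a median of 1.38 at percentile 100 for CreLox HCC over no HCC, with 13 of 30 genes used, and 0.10 at percentile 11.7 for HepABC HCC over no HCC, with 10 used. For HepABC HCC over CreLox HCC it was -1.70 at percentile 0. In cells thinned to 1000 UMIs the value for HepABC HCC over no HCC changed direction, to 0.50 at percentile 72.5. Other Wnt targets rested on 5 of 20 genes, with 1.05 at percentile 95.6, 2.00 at percentile 99.98 and -0.84 at percentile 2.43 in the order HepABC HCC over no HCC, CreLox HCC over no HCC, and HepABC HCC over CreLox HCC. In cells thinned to 1000 UMIs the first and the last of these changed direction, to -0.02 at percentile 9.89 and 0.04 at percentile 56.8. The 5 Wnt targets used for the shares above, which were picked partly on bulk data of the same project, gave 0.82 at percentile 86.8, 1.71 at percentile 99.9 and -0.18 at percentile 38.7 in that order. In thinned cells they gave 2.25 at percentile 99.9, 2.33 at percentile 95.9 and 0.96 at percentile 97.8, so the last changed direction. Genes induced by dissociation gave 0.17 at percentile 36.8, 0.18 at percentile 10.95 and 0.34 at percentile 99.6. The second of these fell to percentile 0.14 in thinned cells and rose to 84.7 in cells with at least 10000 UMIs, the latter chosen after seeing the data. The percentiles describe these libraries alone.

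To ask how alike the HCC livers were, the log2 ratios of each to no HCC were correlated across 4003 genes. Pearson's r was 0.536 and Spearman's rho 0.510. Genes are not independent replicates, and both ratios share the no HCC counts. Simulated unchanged libraries against the same control gave a mean r of 0.775, ranging from 0.753 to 0.796 over 100 draws. Those ratios hold only counting noise and the shared control, and changes found in 1 HCC library alone would lower r. The comparison with 0.775 therefore cannot tell how alike the HCC livers were. With the control cells split at random into separate sets for each HCC library, r was 0.464 against a simulated mean of 0.00330. It lay above the simulated draws, which ranged from -0.052 to 0.049. That split removes shared counting noise and leaves the shared control animal.

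Finally, equal numbers of cells per library were thinned to 1000 UMIs and placed together, to see whether cells separated by library. Among hepatocyte-like cells, 390 per library, 95.3% of the 20 nearest neighbours came from the same library. Among immune-like cells, 300 per library, the value was 67.9%, and full mixing would give 33.3%. With 50 neighbours it was 94.4% and 62.1%. By this measure both classes separated by library, hepatocyte-like cells more so. When libraries were clustered together without alignment, each immune-like cluster held cells of all 3, with 14.2% to 59.7% from HepABC HCC. Each hepatocyte-like cluster took at least 82.0% from 1 library. Immune-like subtypes also differed in share. Joint clusters 4 and 10 held 2.69% and 5.37% of HepABC HCC cells, but 20.98% and 4.92% of no HCC cells. The 33.3% therefore does not strictly apply to this class.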

Values the study reported

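The study analysed 2866 cells of Tg(fabp10a:pt-β-cat) HCC, 2112 cells of CreLox HCC and 1077 cells of the control without HCC. Among hepatocytes, it reported 2 or more detected genes out of axin2, mtor, glula, myca and wif1 in 15.2% of cells for Tg(fabp10a:pt-β-cat) HCC and in 2.9% for CreLox HCC. For 3 or more of these genes the shares were 2.2% and 0.8%. It detected jun in 52.6% of hepatocytes without HCC. Among jun-expressing hepatocytes, the level without HCC was reported as lower than in Tg(fabp10a:pt-β-cat) HCC (P=0.0004) and in CreLox HCC (P<0.0001), with cells as the units of the test.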

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

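The tests in this part were chosen only after the results had been seen.

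A gene row for mCherry was present in all 3 libraries and is used in no comparison above. It drew attention because its level in CreLox HCC was above that in the control: over all cells it was 7.72 CPM (6.02 to 9.76) in CreLox HCC and 2.59 CPM (1.42 to 4.35) in no HCC. In CreLox HCC the 70 UMIs lay in 65 cells, with at most 2 UMIs in a cell. A larger share of hepatocyte-like cells in CreLox HCC would leave the level within these cells unchanged, but it was 8.90 CPM (6.91 to 11.3) in CreLox HCC against 3.16 CPM (1.68 to 5.41) in no HCC, which argues against it. Free RNA spread over all cells would give immune-like cells a like level. They had 1.07 CPM (0.0270 to 5.95), from 1 UMI, below the interval of the hepatocyte-like cells, which argues against free RNA as the whole source. Spreading the UMIs over cells by depth in 1000 draws gave a mean of 65.5 cells and at least 56, so the 65 cells seen go with free RNA as well as with low expression in many cells. Free RNA as a part of the source stays open. The methods name only Xenopus β-catenin and EBFP as added sequences, so which sequence this row holds is not known. Both lox-switch fish carry a lens marker with mCherry, and leaky expression of such a marker in hepatocytes may differ between 2 animals. That was not tested, nor was a difference between the tumor and the control liver, and 1 library per group leaves both open.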

How the results depend on the processing

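The alternatives that use cells with at least 10000 UMIs or the stricter naming rule were chosen after seeing the data, and all others before. No paired analysis was possible because each group had 1 library. Leaving out cells with over 20% mitochondrial UMIs removed 0 cells and says nothing about stability. Its values could not move but are counted below among those that stayed. They are 56 expression ratios, 5 transgene values, and 3 each of cell shares, jun shares and both sets of Wnt target shares. Where no reason is given below, the cause was not tested.

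Of 21 values of the hepatocyte-like share, 17 stayed within the interval. HepABC HCC moved to 85.1% with all libraries clustered together without alignment, and CreLox HCC to 63.3% at clustering resolution 2. By its construction the stricter naming rule removes cells, which gave 56.7% in HepABC HCC and 53.5% in CreLox HCC. Of 25 transgene values, 22 stayed. The stricter rule gave 17.8 CPM for Xenopus β-catenin in HepABC HCC. Cells with at least 10000 UMIs gave 4391 CPM for EBFP in CreLox HCC and 8928 CPM in no HCC.

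The share with 2 or more Wnt targets, with all UMIs, stayed within its interval in 15 of 18 values. Counting a gene only from 2 UMIs, which by construction lowers detection, gave 0.878% in HepABC HCC, 0.479% in CreLox HCC and 0% in no HCC. In cells thinned to 1000 UMIs, 23 of 30 values stayed. At 500 UMIs, where fewer UMIs are left, the share was 0% in HepABC HCC and 0% in CreLox HCC. The stricter rule gave 0% in both, and leaving out glula gave 0% in CreLox HCC. At 10000 UMIs, where more are kept, it was 5.91% in HepABC HCC and 5.65% in CreLox HCC. Depth limits this result: at 1000 UMIs the shares rest on 2 cells or fewer.

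Of 45 Wnt target levels, 30 stayed. Leaving out mitochondrial genes and the 20 genes with the highest counts, which by construction raises CPM, gave axin2 5.23 CPM in HepABC HCC and 9.47 in CreLox HCC. It gave mtor 10.3 CPM in HepABC HCC, 11.4 in CreLox HCC and 13.9 in no HCC, and glula 55.6, 17.8 and 5.23 CPM. For myca it gave 17.9 CPM in HepABC HCC and 9.27 in CreLox HCC, and for wif1 1.43 and 9.27 CPM. The mean of per-cell CPM gave glula 37.4, 18.6 and 5.33 CPM.

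The share with jun kept its interval in 18 of 27 values, and the other 9 follow the number of UMIs kept. In the order HepABC HCC, CreLox HCC, no HCC it was 11.4%, 4.52% and 7.11% at 500 UMIs, 37.6%, 15.6% and 23.2% at 2000 UMIs, and 79.5%, 63.3% and 72.4% at 10000 UMIs. HepABC HCC was highest and CreLox HCC lowest at each depth.

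For co-detection, 7 of 11 values stayed. At 500 UMIs the ratio was 0 in HepABC HCC and 0 in CreLox HCC. Without glula it was 3.59 (0.434 to 12.9) in HepABC HCC and 0 in CreLox HCC, and it gave no value in no HCC, where the independent share was 0.

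Of 539 values of expression ratios, 421 stayed, 117 moved and 1 reversed: fabp10a in CreLox HCC to no HCC was 1.00 with the mean of per-cell CPM, against 0.869. The genes with 0 UMIs in a library, tac4, flna, caspa and BX469930.1, gave no ratio, and thinning left further genes without one, with 42 ratios at 1000 UMIs and 50 at 10000 UMIs.

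Of 160 list percentiles, 143 kept their call against the outer limits, 7 weakened, 9 strengthened and 1 reversed. For other Wnt targets, CreLox HCC to no HCC weakened to 74.9 in cells thinned to 1000 UMIs and gave no value with at least 100 UMIs per gene, while HepABC HCC to CreLox HCC reversed to 56.8 in thinned cells and weakened to 17.3 with per-cell means and 15.2 with at least 100 UMIs. HepABC HCC to no HCC, inside the limits in both settings, fell from 95.6 to 9.89 in thinned cells. For the 5 Wnt targets of the shares, HepABC HCC to no HCC rose to 97.8 with per-cell means, 99.9 in thinned cells and 99.94 with at least 100 UMIs. CreLox HCC to no HCC weakened to 95.9 in thinned cells and gave no value with at least 100 UMIs. HepABC HCC to CreLox HCC changed direction, from 38.7 to 97.8 in thinned cells, 76.3 with per-cell means and 86.8 with at least 100 UMIs. Sterol synthesis in CreLox HCC to no HCC rose to 98.6 with at least 100 UMIs. Peptidase inhibitors in HepABC HCC to CreLox HCC rose to 99.3 with per-cell means and 99.5 in thinned cells, and fell to 64.9 at 10000 UMIs. In HepABC HCC to no HCC they changed direction inside the limits, from 10.5 to 57.0 in thinned cells. Cell cycle genes in that comparison did so too, from 11.7 to 72.5. Dissociation genes in CreLox HCC to no HCC fell to percentile 0 with per-cell means and 0.14 in thinned cells, but rose from 10.95 to 84.7 at 10000 UMIs. In HepABC HCC to CreLox HCC they weakened to 95.4 under the stricter rule, 91.2 at 10000 UMIs and 93.0 without a filter on low counts.

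The similarity stayed within 0.05 in 4 of 7 alternatives. It was 0.438 with per-cell means, 0.591 with at least 100 UMIs per gene and 0.464 with the control split, where shared counting noise is removed by construction. Of 8 mixing values, 7 stayed, and immune-like cells moved to 62.1% with 50 neighbours.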

Other observations

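The tests in this part were chosen only after the results had been seen, and so were the alternatives that use cells with at least 10000 UMIs or the stricter naming rule.

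With all UMIs the share of hepatocyte-like cells with 2 or more Wnt targets was 15.5% in HepABC HCC and 2.87% in CreLox HCC. The depth of the libraries is a candidate explanation, since the median was 18150 UMIs in the former and 1816 in the latter. Among cells with at least 10000 UMIs thinned to 10000 the ratio of the shares was 1.05, and the share of HepABC HCC lay within the interval of CreLox HCC. The difference in depth may therefore account for the gap. With 1 or more targets the shares at that depth were 41.6% (39.4 to 43.9) in HepABC HCC and 29.4% (22.8 to 36.7) in CreLox HCC, so depth did not remove that difference. This uses 177 cells of CreLox HCC, so a difference between the tumors smaller than the interval stays open.

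If cells of CreLox HCC that kept EBFP had not recombined, they could hold fewer Wnt targets. Deep cells of CreLox HCC were ranked by EBFP, thinned to 10000 UMIs. Of the 59 with least EBFP, 8.47% (2.81 to 18.7) had 2 or more targets, and of the 59 with most, 5.08% (1.06 to 14.1). The intervals overlap widely. Nothing shows that this ranking separates recombined cells: the cells with least EBFP had a median of 23 EBFP UMIs, and their Xenopus β-catenin was 303 CPM against 373 CPM in those with most. Whether recombination matters here stays open.

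Xenopus β-catenin UMIs were present in no HCC, which carries no Cre, at 309.8 CPM in hepatocyte-like cells. RNA or cells carried over from CreLox HCC would bring the other abundant transcripts along at a like ratio. The ratio of no HCC to CreLox HCC was 0.949 for Xenopus β-catenin and 0.00255 (0.00103 to 0.00526) for s100a10b, which argues against carry-over. Transcripts of the unswitched transgene may give such UMIs, either by running from EBFP through its stop or by sharing an end with the reference sequence. Xenopus β-catenin would then rise with EBFP. In deep cells of no HCC thinned to 10000 UMIs it was 193 CPM in the 70 cells with least EBFP and 473 CPM in the 70 with most, a ratio of 2.45 (2.00 to 3.02), as this explanation needs. In CreLox HCC the same ratio was 1.23 (1.00 to 1.51). Read-through and a shared end were not tested against each other. Free RNA spread over all cells would give the immune-like cells of no HCC like levels of both transcripts. Their Xenopus β-catenin was 71.2 CPM (52.7 to 94.2) against 309.8 CPM (293 to 327) in hepatocyte-like cells. Their EBFP was 3516 against 9651 CPM. This argues against free RNA as the whole source in no HCC. Free RNA as a part of the source stays open.

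In HepABC HCC, 124 mCherry UMIs lay in 31 cells, with up to 23 UMIs in a cell. When the same UMIs were spread over cells by depth in 1000 draws, at least 114 cells had one, so free RNA spread by depth does not account for so few cells. The methods name only Xenopus β-catenin and EBFP as added sequences, so which sequence the row holds is not known. The HepABC fish also carried a Wnt reporter that makes mCherry, and a hypothesis is that these cells have active Wnt signalling. Of the 27 of them that were hepatocyte-like with at least 10000 UMIs, 0 had 2 or more Wnt targets after thinning to 10000, which allows a share of up to 11.1%, against 5.99% of 1835 other cells. Cells with mCherry UMIs cannot be told apart from the others in their Wnt targets at this number of cells. The UMIs lay in few cells within clusters too. All 23 UMIs of unnamed cluster 9 lay in 1 of its 53 cells, so its level says nothing about the cluster. Cluster 4 had 55 UMIs in 8 of its 309 cells, with up to 18 in a cell, and cluster 1 had 23 UMIs in 8 cells. Doublets and a subset of cells of another type were not tested and stay open.

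The jun level of HepABC HCC was 1.82 times that of no HCC and 1.94 times that of CreLox HCC. Stress of dissociation may raise jun. Genes induced by dissociation lay at percentile 36.75 of random lists for HepABC HCC over no HCC, inside the outer limits. Other settings put them on the other side of the median of random lists, at 72.06 in cells thinned to 1000 UMIs, 54.87 with at least 100 UMIs per gene and 53.98 under the stricter naming rule. For HepABC HCC over CreLox HCC they lay at percentile 99.59, in the direction of jun, and at 100 in thinned cells and with per-cell means, but at 91.24 in cells with at least 10000 UMIs. Stress of dissociation and a difference between the livers cannot be told apart here, since each liver was dissociated once.

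The hepatocyte-like clusters of CreLox HCC fell into 2 kinds. Clusters 0, 1, 2 and 3 had medians from 1397 to 1864 UMIs and mitochondrial shares from 1.05% to 1.18%. Clusters 7 and 8 had medians of 21993 and 22808 UMIs and mitochondrial shares of 6.69% and 6.39%. In no HCC, cluster 0 had a median of 13564 UMIs and 9.06% mitochondrial UMIs, and cluster 2 had 1432 UMIs and 6.67%. It is not known whether the droplets of clusters 0, 1, 2 and 3 of CreLox HCC held intact cells. They make up 84.7% of its hepatocyte-like cells and 34.5% of the UMIs of these cells, so its shares depend mostly on them and its levels mostly on clusters 7 and 8.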
